# *GmMYB21a* Improves Male Fertility of CMS-Based Restorer Line Under High-Temperature Stress in Soybean

**DOI:** 10.3390/plants15071040

**Published:** 2026-03-27

**Authors:** Jilei Gan, Hongjie Wang, Yujuan Gu, Xianlong Ding, Shouping Yang

**Keywords:** soybean (*Glycine max* (L.) Merr.), *GmMYB21a*, high-temperature stress, male fertility, reactive oxygen species

## Abstract

High-temperature (HT) stress during flowering causes male sterility and yield loss in soybean. MYB transcription factors are key regulators under abiotic stress, yet their function and mechanism in regulating male fertility under HT stress in soybean are not fully understood. In this study, a MYB transcription factor *GmMYB21a* in soybean was identified. *GmMYB21a* was induced by HT stress in soybean restorer line and was specifically expressed in pollen. Through overexpression and knockout experiments, we demonstrated that *GmMYB21a* positively regulated pollen viability and germination under HT stress. Overexpression of *GmMYB21a* significantly enhanced these traits in restorer line, whereas knockout plants exhibited the opposite effect. Transcriptome sequencing revealed that *GmMYB21a* overexpression upregulated numerous stress-responsive genes, particularly those involved in flavonoid biosynthesis and sugar metabolism. In addition, molecular experiments confirmed that GmMYB21a bound to the promoter of flavonoid synthesis gene *GmCHI2-A* and promoted its expression. In summary, our research indicated *GmMYB21a* enhanced the HT-tolerance of male fertility in soybean restorer line through reactive oxygen species scavenging and flavonoid synthesis. This study aims to elucidate the thermotolerance mechanism in soybean male fertility and identify genetic resources for breeding HT-tolerant restorer lines.

## 1. Introduction

Soybean (*Glycine max* (L.) Merr.) is a globally cultivated crop and a primary source of vegetable oil and protein. Heterosis utilization has been demonstrated to be a promising strategy for enhancing soybean yield [1]. To date, heterosis utilization based on cytoplasmic male sterility (CMS) system have been established in major crops, including rice [2], maize [3], and rapeseed [4], making significant contributions to agricultural productivity [5]. China maintains a pioneering position in heterosis utilization research, particularly in cereal crop improvement. With the advancement of key technologies for the industrialization of hybrid soybean, the potential of heterosis is being further explored, showing broad application prospects along with economic and social benefits [6]. So far, more than 46 hybrid soybean varieties had been bred and approved in China, and the cultivation of hybrid soybean is still underway [1]. However, it had been reported that the male fertility of some CMS-based F_1_ combinations is highly sensitive to high-temperature (HT) stress. HT stress can induce male sterility, ultimately reducing seed production [7,8]. The primary reason for this was the difference in HT tolerance among the CMS-based restorer line parents under the same CMS line background [7,9,10], which may be attributed to specific molecular mechanisms affecting their stress response. Understanding the regulatory mechanisms of male fertility under HT stress in soybean CMS restorer lines is pivotal for uncovering genetic resources and, ultimately, developing breeding strategies to enhance HT-tolerance in hybrid soybeans. Prior work has established that in soybean, miR156b targeted GmSPL2b to regulates male fertility in CMS-based restorer lines under HT stress by modulating flavonoid metabolism [11]. However, our understanding of the regulatory mechanisms governing male fertility in these restorer lines under HT stress is still limited.

In plants, the MYB family represents one of the largest and most functionally diverse transcription factor (TF) families [12]. Within this family, the R2R3-type MYBs represent the largest subgroup [13]. Notably, R2R3-type MYB TFs are crucially implicated in both male reproductive development and the response to HT stress [14]. Studies in *Arabidopsis* demonstrated that AtMYB24 targets *AtCKL2* and *AtCKL7* to modulate their expression in early anthers under HT stress [15]. In rice, overexpression of *OsMYB55* conferred significant HT tolerance by upregulating the accumulation of both total and specific individual amino acids [16]. Additionally, the *pl* mutant in rice, regulated by the MYB TF *OsPL*, exhibited stronger HT resistance than the wild type during seed germination, which is associated with elevated levels of endogenous plant hormones [17]. Despite their known functions, the precise molecular functions of MYB TFs in governing male fertility under HT stress have not been fully elucidated.

As a major group of plant-derived secondary metabolites, flavonoids are prized and extensively researched for their ability to act as antioxidants and scavenge free radicals [18]. The production of major flavonoid classes—including chalcones, flavones, flavonols, anthocyanins, and proanthocyanidins—is catalyzed by a series of essential enzymes. Key enzymes involved in this pathway are chalcone synthase (CHS), chalcone isomerase (CHI), flavanone 3-hydroxylase (F3H), flavone synthase (FNS), flavonol synthase (FLS), and anthocyanidin synthase (ANS) [18,19]. Accumulating evidence underscores the crucial roles flavonoids play in plant stress responses [20,21]. For instance, enhanced abiotic stress tolerance can be mediated by UDP-glucosyltransferase *GSA1*. This enzyme confers tolerance by redirecting metabolic flux from lignin production to the biosynthesis of flavonoids [22]. Additionally, flavonols can protect spores and pollen against HT stress by scavenging reactive oxygen species (ROS) [23]. The biosynthesis of flavonoids in higher plants is subject to transcriptional control by a conserved transcriptional complex comprising MYB, bHLH, and WD40 proteins (the MBW complex) [24]. For example, in *Chrysanthemum*, *CmMYB012* was demonstrated to regulate *CmFNS* to inhibit flavone production and downregulate anthocyanin synthesis gene under HT stress [25]. In tea leaves, the CsMYB75/86-TT8-TTG1 complex regulates anthocyanin and catechin biosynthesis, whereas CsMYBL2, activated under HT stress, inhibits the formation of this complex and the production of anthocyanin/catechin [26].

Our previous study found that a MYB TF, *GmMYB305*, was up-regulated in the HT-tolerant NF_1_ compared with the HT-sensitive YF_1_ under HT stress in soybean [7]. We speculated that *GmMYB305* might confer HT tolerance in soybean. Based on latest gene website annotation “transcription factor MYB21-related”, homologous alignment results below and the existence of homologous genes in soybean, we renamed it as *GmMYB21a*. In this study, we found *GmMYB21a* was specifically expressed in pollen and respond to HT stress. Functional analysis of *GmMYB21a* revealed that *GmMYB21a* acts as a positive regulator of male fertility under HT stress through ROS scavenging in both the soybean restorer line and its hybrid F_1_. Additionally, based on transcriptome sequencing between *GmMYB21a-OE2* and TL1, we analyzed the expression and promoters of many stress-related differentially expressed genes. Further molecule experiments confirmed that *GmMYB21a* functioned within the flavonoid biosynthesis pathway, specifically by binding to the MBS motif of *GmCHI2-A* promoter. Our results provide preliminary evidence that *GmMYB21a* plays a role in mediating male fertility under HT stress, providing candidate gene resources for breeding HT-tolerant restorer lines in soybean.

## 2. Results

### 2.1. Characterization of Soybean GmMYB21a

Multiple sequence alignment revealed that GmMYB21a consisted of 206 amino acids, and similar to homologous proteins in other species, contained the conserved R2R3 domain and the NYW_S_^V^/_M_^E^/_D_IW^P^/_S_ motif (Figure 1A). Neighbor-joining phylogenetic analysis showed that GmMYB21a shares closest homology with GsMYB305 from *Glycine soja*, AtMYB21, and AtMYB24 both from *Arabidopsis* (Supplementary Figure S1). The transactivation assay in yeast revealed that GmMYB21a possessed transactivation activity, as evidenced by its ability to activate the *MEL1*, *ADE2*, and *HIS3* reporter genes. Furthermore, deletion or mutation of the C-terminal domain completely abolished GmMYB21a’s transactivation activity (Supplementary Figure S2). qRT-PCR analysis revealed a significant upregulation of *GmMYB21a* in HT-tolerant restorer line “N4608” than that in HT-sensitive restorer line “YY6” under HT stress at 1–5 d (Figure 1B). Tissue expression analysis by qRT-PCR showed the specific expression of *GmMYB21a* in soybean flowers (Figure 1C). Further RNA in situ hybridization analysis revealed that *GmMYB21a* mRNA was predominantly localized in soybean pollen (Figure 1D). Subcellular localization assay showed that the fluorescent signal of GmMYB21a was detected in the nucleus, overlapping with nuclear marker (Supplementary Figure S3).

### 2.2. GmMYB21a Positively Regulates Male Fertility of Restorer Line Under HT Stress

To clarify the functional role of *GmMYB21a*, two *GmMYB21a* overexpression lines *GmMYB21a-OE1* and *GmMYB21a-OE2* were obtained with the recipient Tianlong No. 1 (TL1, a CMS-based restorer line) using pTF101.1 vector (Supplementary Figure S4A). Meanwhile, two homozygous single mutants *Gmmyb21a-1* and *Gmmyb21a-2* were generated by CRISPR/Cas9 system, which carrying a 10-bp deletion and a 1-bp insertion, respectively. Both mutations resulted in a frameshift and premature termination of GmMYB21a translation (Supplementary Figure S4B,C). We selected *GmMYB21a-OE1*, *GmMYB21a-OE2*, *Gmmyb21a-1*, *Gmmyb21a-2* and TL1 for 5 d HT stress. Under NT condition, the pollen viability rates of *GmMYB21a-OE1*, *GmMYB21a-OE2*, *Gmmyb21a-1*, *Gmmyb21a-2*, and TL1 were 96.1%, 95.8%, 97.5%, 96.3%, and 95.9% respectively, with no significant differences (Figure 2A,B). After 3 d of HT stress, the pollen viability rate of TL1 rapidly declined to 53.1%. In contrast, *GmMYB21a-OE1* and *GmMYB21a-OE2* were less affected by HT stress, maintaining pollen viability rates above 80%. *Gmmyb21a-1* and *Gmmyb21a-2* were greatly affected by HT stress, with pollen viability rates sharply dropping below 40%. Following 4 d of HT stress, *GmMYB21a-OE1* and *GmMYB21a-OE2* still retained approximately half of their viable pollen, with pollen viability rates of 43.6% and 52.9%, respectively, significantly higher than that of TL1 (32.8%). In contrast, only about 10% of the pollen from *Gmmyb21a-1* and *Gmmyb21a-2* could be stained by I_2_-KI, which is significantly less than TL1 (Figure 2A,B).

Subsequently, an in vitro pollen germination assay under HT stress was performed. Under NT condition, the pollen from *GmMYB21a-OE1*, *GmMYB21a-OE2*, *Gmmyb21a-1*, *Gmmyb21a-2*, and TL1 germinated normally, with pollen germination rates of 97.2%, 95.9%, 97.1%, 96.1%, and 95.6% respectively (Figure 2C,D). After HT stress, all materials exhibited pollen that either failed to germinate or showed abnormal pollen tube elongation. In particular, the pollen of *Gmmyb21a-1* and *Gmmyb21a-2* almost failed to germinate, with pollen germination rates of only 4.5% and 4.7%, respectively. However, *GmMYB21a-OE1* and *GmMYB21a-OE2* maintained approximately 68% normal pollen germination and elongation, which was significantly higher than the 23.5% observed in TL1 (Figure 2C,D).

ROS are important signaling molecules. The dynamic balance between their production and scavenging orchestrates abiotic stress responses [27,28,29,30]. Therefore, we qualitatively evaluated ROS levels in the anthers of all soybean materials using 2′,7′-dichlorodihydrofluorescein diacetate (CM-H_2_DCFDA) staining. Clearly, compared to TL1, we detected significantly more ROS fluorescence in *Gmmyb21a-1* and *Gmmyb21a-2*, indicating that more ROS accumulated in *Gmmyb21a-1* and *Gmmyb21a-2* under NT condition (Figure 2E,F). Conversely, only weak ROS fluorescence was observed in *GmMYB21a-OE1* and *GmMYB21a-OE2*, with ROS levels significantly lower than in TL1. After HT stress, ROS levels were significantly elevated in *Gmmyb21a-1*, *Gmmyb21a-2*, and TL1. Notably, the two mutant lines *Gmmyb21a-1* and *Gmmyb21a-2* accumulated markedly higher levels of ROS compared to TL1. However, *GmMYB21a-OE1* and *GmMYB21a-OE2* still showed weak ROS fluorescence and maintained a significantly low level of ROS than TL1 (Figure 2E,F).

### 2.3. GmMYB21a Positively Regulates Male Fertility of Hybrid F_1_ Under HT Stress

In order to investigate whether *GmMYB21a* is involved in the regulation of male fertility of hybrid F_1_ under HT stress, CMS line NJCMS1A was crossed with TL1, GmMYB21a-OE2 and Gmmyb21a-1 respectively and thus (1A × TL1)F_1_, (1A × *GmMYB21a-OE2*)F_1_ and (1A × *Gmmyb21a-1*)F_1_ were obtained. We further analyzed the male fertility of three hybrid F_1_ under HT stress. Under NT condition, the pollen viability rates of (1A × *GmMYB21a-OE2*)F_1_, (1A × *Gmmyb21a-1*)F_1_, and (1A × TL1)F_1_ were 79.6%, 80.5%, and 82.6%, respectively, with no significant differences observed (Figure 3A,B). After 3 d of HT stress, (1A × *GmMYB21a-OE2*)F_1_ maintained 70.7% viable pollen, which significantly more than TL1 (32.4%). In contrast, (1A × *Gmmyb21a-1*)F_1_ only kept 33.2% viable pollen. Following 4 d of HT stress, approximately half of the pollen in (1A × *GmMYB21a-OE2*)F_1_ was still stained, with a pollen viability rate of 48.2%, significantly higher than (1A × TL1)F_1_. Only 9% viable pollen could be observed in (1A × *Gmmyb21a-1*)F_1_, which significantly fewer than TL1 (Figure 3A,B). The differences in pollen viability rate among F_1_ under HT stress were attributed to variations in HT tolerance of the respective CMS-based restorer line. Further CM-H_2_DCFDA staining results showed that (1A × *GmMYB21a-OE2*)F_1_ exhibited a significantly lower ROS level, while (1A × *Gmmyb21a-1*)F_1_ displayed a significantly higher ROS level compared to (1A × TL1)F_1_ under HT stress (Figure 3C,D).

### 2.4. GmMYB21a Affects Flavonoid Biosynthesis and Stress Response Under HT Stress

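RNA-seq was carried out on flower buds of *GmMYB21a-OE2*, a line that overexpresses *GmMYB21a*, and of its recipient TL1, the soybean cultivar Tianlong No. 1. The 12 libraries comprised 3 biological replicates of each line at high temperature (HT, 40 °C in the day and 34 °C at night) and 3 of each line at normal temperature (NT, 28 °C and 22 °C). The library titles place 6 libraries at NT and 6 at HT, whereas the treatment entry of all 12 reads high temperature. The titles were followed, and the deposited study design also names a normal and a high temperature group of each line. The paper's text reports on the HT libraries. The authors deposited the number of reads counted on each gene, without normalization, for 53808 genes, of which 52872 carry Glyma identifiers and 936 were added by the authors as new genes. The paper states that the reads were quality-trimmed and filtered, and its text does not name the aligner, the counting program, the genome build or the test for differential expression. Its statistics section names general tests for comparisons of groups and none for counts. Total counts lay between 32058303 and 39654590 per library, with medians of 35858082 in TL1 and 38106091 in *GmMYB21a-OE2* at HT, and of 33738537 and 36857459 at NT. The counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test in the 6 libraries of each comparison, after edgeR's filter on low counts, with Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p-value below 0.05 and an absolute log2 fold change of at least 1, the thresholds of Figure 4A.

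*GmMYB21a* was taken to be Glyma.19G006500. Table S4, of which 578 rows were readable against the paper's 813 DEGs, annotates this gene with the former name that the paper gives for *GmMYB21a*, and the RefSeq table of assembly Glycine_max_v4.0 places the gene of the paper's protein near the start of chromosome 19. The files do not pair the identifier with the paper's protein directly. At HT its level was 11.1 ± 0.690 CPM (counts scaled to the normalized library size; SD, n = 3) in *GmMYB21a-OE2* and 0.941 ± 0.160 CPM (SD, n = 3) in TL1. The log2 fold change was 3.60 (standard error 0.16, adjusted p = 4.09e-09 from edgeR's quasi-likelihood test), and it lay between 3.49 and 3.74 in the 6 fits that each left out 1 library. At NT its level was 39.5 ± 1.74 CPM in *GmMYB21a-OE2* and 5.72 ± 0.585 CPM in TL1 (SD, n = 3 each), a log2 fold change of 2.78 (standard error 0.083, adjusted p = 1.13e-16 from the same edgeR test).

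**Figure D1:**
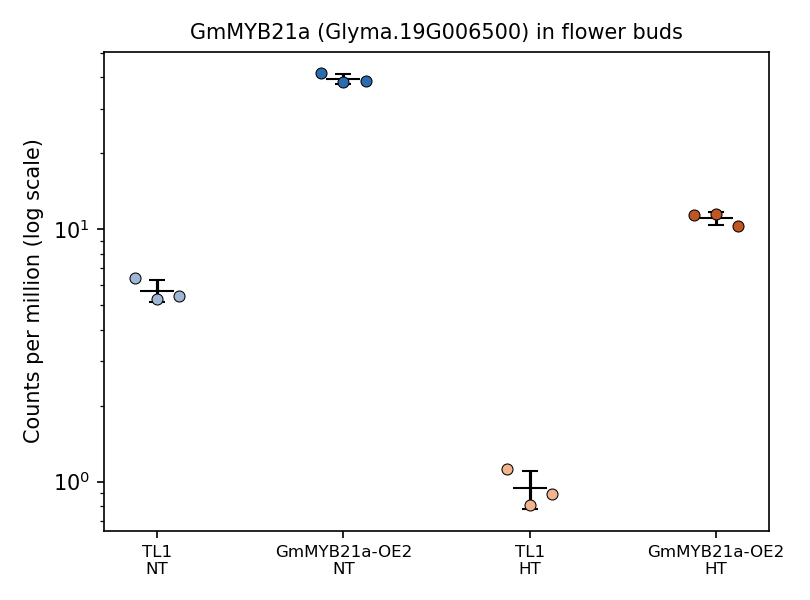
*GmMYB21a* (Glyma.19G006500) in each of the 12 libraries, in CPM on a log axis, by line and temperature. Points are replicates, and the horizontal marks and bars give the mean and SD of 3 libraries. Every *GmMYB21a-OE2* library lies above every TL1 library of the same temperature, with means of 11.1 against 0.941 CPM at HT.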

A comparative transcriptome analysis of flower buds from *GmMYB21a-OE2* and its recipient TL1 under HT stress was conducted. 

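Between the 3 *GmMYB21a-OE2* and the 3 TL1 libraries at HT, 41260 genes passed the filter on low counts, and 996 of them passed both thresholds in edgeR's quasi-likelihood test. Of these, 800 were higher and 196 were lower in *GmMYB21a-OE2* (80.3% higher). The adjusted p-value below 0.05 without a fold threshold moved these numbers most, to 4567 genes, 3040 of them higher and 1527 lower. DESeq2 in place of edgeR gave 884 DEGs, 716 higher and 168 lower. Leaving out each library in turn gave between 775 and 1088 DEGs, the latter without replicate 3 of *GmMYB21a-OE2*. The lower genes fell to 129 without replicate 3 of TL1. The HT counts listed in Table S3 were compared with the deposited counts, and 0 of them differed. Of the paper's DEGs in that table, 790 were also called here, all 790 in the same direction. Of the 23 others, 2 were removed by the filter, 20 had an adjusted p-value of 0.05 or above, and 1 had a smaller fold change. Another 206 genes were called here only. Among the named genes with more than 3 counts in some library of each line, the largest increase was that of the *ERF* gene Glyma.17G047300, from 0.238 ± 0.145 CPM in TL1 to 8.80 ± 1.37 CPM in *GmMYB21a-OE2* (SD, n = 3 each), a log2 fold change of 5.28 (standard error 0.29, adjusted p = 2.44e-08 from edgeR's test). The authors' new gene DD_newGene_2426, which Table S4 annotates as a probable methyltransferase, had 6.81 ± 0.589 CPM (SD, n = 3) in TL1 and at most 3 counts in each *GmMYB21a-OE2* library, and was at least 83.8-fold lower in the latter. In TL1 at NT this gene had 0.0200 ± 0.0347 CPM (SD, n = 3), so it was near the floor there as well.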

Compared to TL1, the *GmMYB21a-OE2* exhibited 666 significantly up-regulated and 147 significantly down-regulated genes, totaling 813 differentially expressed genes (DEGs) (Figure 4A). Gene ontology (GO) analysis indicated that the DEGs were primarily enriched in the categories of catalytic activity, cell part, and metabolic process (Figure 4B). Kyoto encyclopedia of genes and genomes (KEGG) analysis revealed that the DEGs were primarily associated with flavonoid biosynthesis and signaling pathways transduction (Figure 4C). 

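The Kyoto encyclopedia analysis itself was not repeated, since Table S4 was readable only in part. Among its 578 readable rows, 6 genes carry the words chalcone synthase, the name of the enzyme of the first step committed to flavonoids. The words alone do not show that each gene acts in that step. All 6 passed the thresholds at HT and were higher in *GmMYB21a-OE2*, with a median log2 fold change of 1.72 and a maximum of 2.29. Their median at NT was -0.19, and each of the 6 had an adjusted p-value below 0.05 for the interaction of line and temperature over all 12 libraries (edgeR's quasi-likelihood test). These genes were DEGs of the paper by selection, so the numbers describe them and do not test the family. The largest value at HT, 2.29, was also the median of 5 readable genes with words of sporopollenin and the tapetum. These lists may share a gene. The 4 *CHSs* of Figure 4E are another list, which includes Glyma.19G105100 and may share genes with the 6. Their summed counts gave a log2 fold change of 0.50 at HT (standard error 0.078, adjusted p = 0.000799 in edgeR) and of 0.43 at NT (standard error 0.054, adjusted p = 8.10e-06 in edgeR). The difference between the temperatures was 0.03 (standard error 0.11, adjusted p = 0.902 for the interaction in edgeR), so it was not shown for this sum. Glyma.19G105100 had 81.7 CPM in TL1 at HT, against 1.80 to 6.13 CPM for the other 3, so it weighs most in the sum. Its own interaction was -0.30 (adjusted p = 0.109 in edgeR), whereas Glyma.11G011500, Glyma.01G228700 and Glyma.05G153200 had interactions of 1.72, 1.68 and 0.68 (adjusted p = 2.63e-08, 1.11e-08 and 0.0135 in edgeR). Chalcone synthase genes are close copies of one another, and reads could have been split between them in the authors' counting.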

Further analysis showed that several DEGs in *GmMYB21a-OE2* were associated with the ubiquitination process, including the E3 ubiquitin ligase *PUB22* (Figure 4D). In addition, genes involved in sugar metabolism and transport were up-regulated, including *sugar transporter 14* (*STP14-like*), *sucrose transporter 24* (*SWEET24*), *GDSL esterases* (*GDSLs*), *glycosyltransferases* (*GTs*), *glycoside hydrolases* (*GHs*), and *UDP-glucosyltransferases* (*UGTs*). Moreover, genes associated with flavonoid biosynthesis, phytohormone signaling, and stress response exhibited up-regulation in *GmMYB21a-OE2* compared to TL1, such as *phenylalanine ammonia-lyases* (*PALs*), *gibberellin-regulated proteins* (*GRPs*) and *heat shock transcription factors* (*HSFs*) (Figure 4E). 

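Both genes labelled *PUB22* in Figure 4D were higher in *GmMYB21a-OE2* at HT. Glyma.10G262600 rose from 0.0840 ± 0.0311 CPM in TL1 to 1.16 ± 0.252 CPM (SD, n = 3 each), a log2 fold change of 3.80 (standard error 0.46, adjusted p = 8.43e-05 from edgeR's quasi-likelihood test). Glyma.19G199300 rose from 0.447 ± 0.108 to 4.06 ± 0.585 CPM (SD, n = 3 each), a log2 fold change of 3.23 (standard error 0.25, adjusted p = 8.92e-07 from the same edgeR test). At NT the log2 fold change of Glyma.19G199300 was -0.01 (adjusted p = 0.984), and the difference between the temperatures was 3.20 (standard error 0.34, adjusted p = 1.62e-06 for the interaction in edgeR). Both genes passed the thresholds in each of the 6 fits that left out 1 library. As copies of one gene, they are uncertain where reads map to both. Among the readable rows of Table S4, 14 genes are annotated as U-box E3 ubiquitin ligases. All 14 were higher in *GmMYB21a-OE2* and passed the thresholds, with log2 fold changes from 1.05 to 4.22. Of them, 13 had an adjusted p-value below 0.05 for the interaction in edgeR. The 14 were DEGs of the paper by selection, so the numbers describe them and do not test the family. Selection for a change at HT by itself favours an interaction.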

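*STP14-like* (Glyma.05G228400) had 1.43 ± 0.348 CPM in *GmMYB21a-OE2* and 0.544 ± 0.118 CPM in TL1 at HT (SD, n = 3 each), a log2 fold change of 1.43 (standard error 0.32, adjusted p = 0.0104 from edgeR's quasi-likelihood test). Without replicate 1 of TL1 its adjusted p-value in edgeR was 0.0531, and over all alternatives it lay between 0.00296 and 0.0531. *SWEET24* (Glyma.08G183500) had 6.29 ± 1.39 against 3.02 ± 0.356 CPM (SD, n = 3 each), a log2 fold change of 1.10 (standard error 0.18, adjusted p = 0.00124 in edgeR), which was 0.96 without replicate 3 of *GmMYB21a-OE2*. All 4 *UGTs* of Figure 4D passed the thresholds with higher levels in *GmMYB21a-OE2*, at log2 fold changes from 1.15 to 1.92. Of the 3 *GDSLs*, 2 were higher and Glyma.04G022800 was lower, with a log2 fold change of -1.17 (adjusted p = 0.000668 in edgeR). Of the 6 *GHs*, 4 were higher and 2 were lower, Glyma.04G157500 by -1.06 and Glyma.11G107600 by -1.31 on the log2 scale, all past the thresholds. Without replicate 3 of TL1, Glyma.04G157500 was at -0.9987 and below the fold threshold. Of the 3 *GTs*, 2 were higher. The other, Glyma.03G229800, was lower with a log2 fold change of -1.30 (adjusted p = 0.0583 in edgeR). It passed the thresholds in the fit to all 12 libraries (adjusted p = 0.00925 in edgeR) and without replicate 1 of either line, and its adjusted p-value lay between 0.00925 and 0.210 over the alternatives. The directions of these families were the same with RLE size factors, with DESeq2 and in the fit to all 12 libraries. Among the readable rows of Table S4, 3 genes are annotated as sugar transporters, and all 3 passed the thresholds at HT. Of these, 2 were higher in *GmMYB21a-OE2* and 1 was lower, with a log2 fold change of -1.31. Being DEGs of the paper by selection, the 3 do not test the family.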

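All 4 *PALs* of Figure 4E were higher in *GmMYB21a-OE2* at HT, with log2 fold changes between 0.39 and 0.74 and adjusted p-values between 0.00321 and 0.0200 in edgeR's quasi-likelihood test, below the fold threshold of the DEGs. The summed counts of the 4 *PALs*, which do not depend on how reads were split between them, gave a log2 fold change of 0.53 (standard error 0.093, adjusted p = 0.00216 in edgeR). The *GRP* Glyma.20G175800 rose from 22.9 ± 3.57 to 66.1 ± 2.88 CPM (SD, n = 3 each), a log2 fold change of 1.58 (standard error 0.095, adjusted p = 8.13e-08 in edgeR), and Glyma.10G216000 by 1.65 (adjusted p = 9.70e-05 in edgeR). The *HSFs* were close to the fold threshold. Glyma.14G083700 had a log2 fold change of 1.09 (standard error 0.17, adjusted p = 0.000767 in edgeR) and stayed past it in 4 of the 6 fits that left out 1 library, but not without replicate 3 of *GmMYB21a-OE2* or replicate 2 of TL1. Glyma.07G086400 had 1.06 (standard error 0.20, adjusted p = 0.00394 in edgeR) and stayed past it in 2 of the 6, without replicate 3 of either line.

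Among the 15 genes of Figure 4E, 13 were higher and 2 were lower in *GmMYB21a-OE2*. An adjusted p-value below 0.05 was found for 9 genes, all higher, both over all genes tested and adjusted over the list alone, and 4 of the 9 also passed the fold threshold. The calls of the 9 depend on which TL1 libraries were used. Over all genes tested, 5 genes, 1 of them a *PAL*, had an adjusted p-value below 0.05 without replicate 2 of TL1, and likewise without replicate 3 of TL1. There were 8 genes without replicate 1 of TL1, with 3 *PALs*, 8 with the replicate number as a block, and 9 without any 1 of the *GmMYB21a-OE2* libraries. The loss was not confined to this list. All genes with an adjusted p-value below 0.05 in edgeR went from 4567 to 2643, 2228 and 2297 without replicates 1, 2 and 3 of TL1. Without those of *GmMYB21a-OE2* they were 4557, 2960 and 5906. The study chose the list on these libraries, so the adjustment over the list is not independent evidence. The 4 genes are the *CHSs* Glyma.11G011500, Glyma.05G153200 and Glyma.01G228700 and the *F3H* Glyma.01G166200, and 4 of the 15 genes are listed in Table S3. The 2 lines did not overlap in 9 of the 15 genes, where chance gives 10%.

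**Figure D2:**
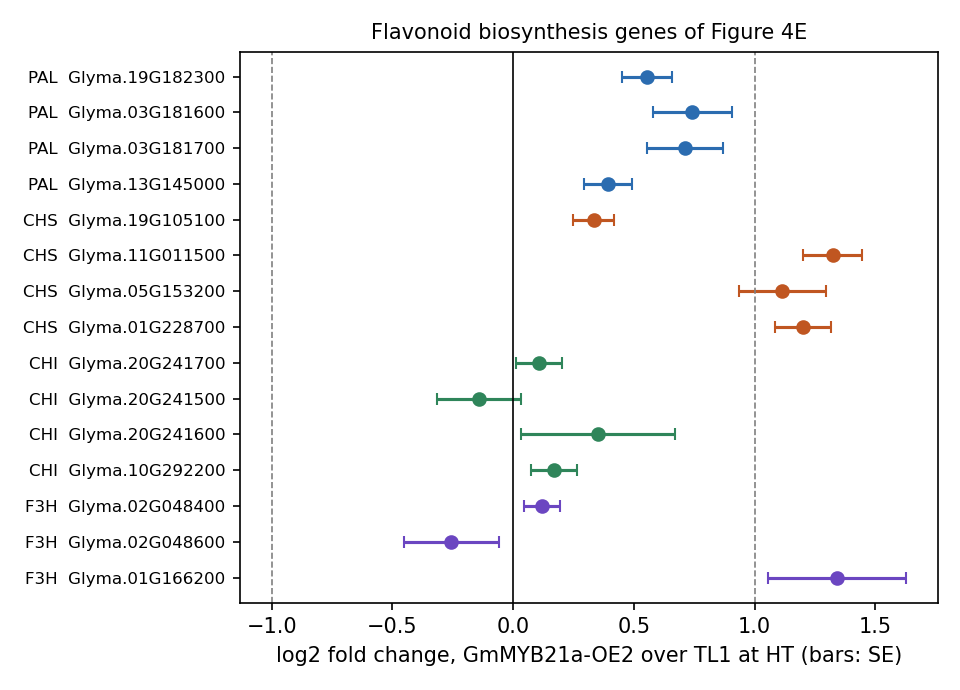
Log2 fold changes between *GmMYB21a-OE2* and TL1 at HT for the 15 genes of Figure 4E, with bars of 1 standard error from edgeR's fit to 3 libraries per line. Dashed lines mark the fold threshold of 1 in either direction. The 4 *PALs* lie between 0.39 and 0.74, and 4 genes lie beyond 1.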

Above analysis suggested that the up-regulation of genes related to flavonoid biosynthesis, phytohormone signaling, and stress response contributed to the improved male fertility of *GmMYB21a* overexpression lines under HT stress. 

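Of the 34 genes of Figure 4D, 29 were higher and 5 were lower in *GmMYB21a-OE2* at HT. Both thresholds were passed by 33 of them over all genes tested and by 34 adjusted over the list alone. The list was drawn from DEGs of the same libraries, and all 34 are in Table S3. The number past the thresholds was between 29 and 32 in the fits that left out 1 library, and 32 with DESeq2. The 2 lines did not overlap in any of the 34 genes. For phytohormone signaling, the 3 *ERFs* were higher, among them Glyma.09G072000 with 45.0 ± 1.63 CPM against 6.57 ± 1.41 CPM in TL1 (SD, n = 3 each; log2 fold change 2.83, adjusted p = 1.99e-09 in edgeR's quasi-likelihood test). Of the 3 *SAURs*, 2 were higher and Glyma.09G219400 was lower (log2 fold change -1.17, adjusted p = 0.0169 in edgeR), which lost the call without replicate 2 of *GmMYB21a-OE2* or replicate 3 of TL1. The higher *SAUR* Glyma.04G006900 had an adjusted p-value of 0.0370 in edgeR, which lay between 0.0127 and 0.134 over the alternatives. It was not called with DESeq2, in the fit to all 12 libraries, with the replicate number as a block, or when any library but replicate 3 of *GmMYB21a-OE2* was left out. Male fertility was measured in other experiments, which were not analysed here. From the higher expression of flavonoid, phytohormone and stress-response genes in *GmMYB21a-OE2* at HT, the paper proposes that these genes contribute to the better male fertility of the overexpression lines.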

We selected eight flavonoid biosynthesis-related genes for qRT-PCR validation and the results agreed with the RNA-Seq data (Figure 4F).

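Of the genes measured by qRT-PCR, *GmPAL1.3*, *GmCHS13* and *GmCHI2-A* were matched to Glyma identifiers printed in Figure 4E through the gene symbols and the order of neighbouring genes in the RefSeq table of assembly Glycine_max_v4.0. These matches were made after the counts were seen, the files do not pair the names and identifiers directly, and the other genes were not matched. In the RNA-seq counts at HT, *GmPAL1.3* (Glyma.03G181600) had 10.4 ± 1.31 CPM in *GmMYB21a-OE2* and 6.44 ± 1.76 CPM in TL1 (SD, n = 3 each), a log2 fold change of 0.74 (standard error 0.16, adjusted p = 0.00979 from edgeR's quasi-likelihood test). Over the alternatives its adjusted p-value lay between 0.00109 and 0.0709. *GmCHS13* (Glyma.19G105100) had 99.9 ± 11.5 against 81.7 ± 6.34 CPM (SD, n = 3 each), a log2 fold change of 0.33 (standard error 0.085, adjusted p = 0.0212 in edgeR, between 0.00742 and 0.136 over the alternatives). *GmCHI2-A* (Glyma.20G241700) had 13.6 ± 0.796 against 13.0 ± 0.830 CPM (SD, n = 3 each), a log2 fold change of 0.11 (standard error 0.096, adjusted p = 0.520 in edgeR), so the lines were not distinguishable at this spread. The other *CHIs* of Figure 4E had log2 fold changes of -0.14, 0.35 and 0.17 with adjusted p-values of 0.660, 0.531 and 0.278 in edgeR. That of Glyma.20G241500 changed from -0.14 to 0.09 without replicate 3 of *GmMYB21a-OE2*. The sum of the 4 copies, between which reads could have been split, had a log2 fold change of 0.07 with an upper 95% limit of 0.22. The 3 *F3Hs* had log2 fold changes of 0.12, -0.26 and 1.34 in the order of Figure 4E.

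**Figure D3:**
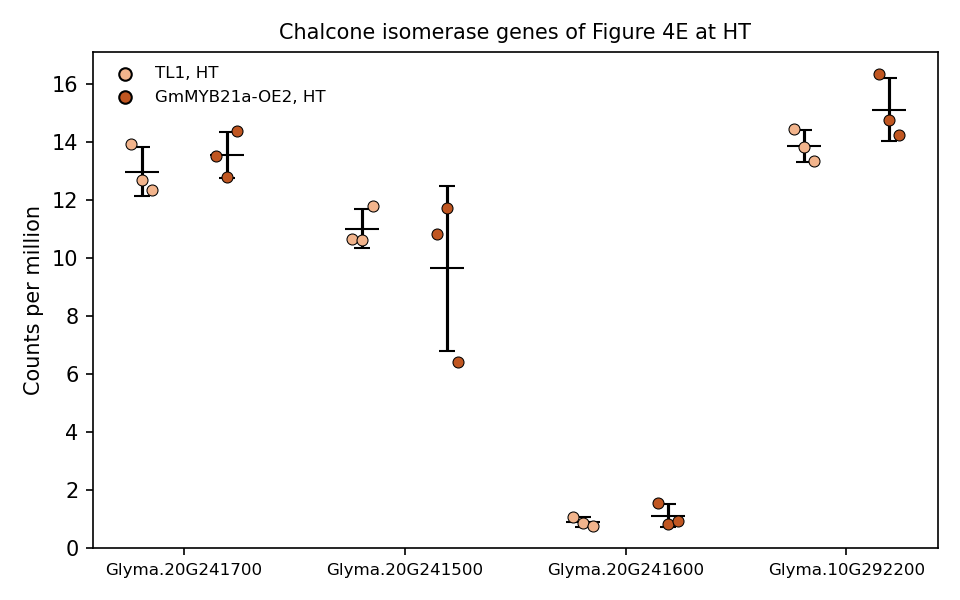
CPM of the 4 *CHI* genes of Figure 4E in each HT library, with *GmCHI2-A* (Glyma.20G241700) on the left. Points are replicates, and the horizontal marks and bars give the mean and SD of 3 libraries. The 2 lines overlap in each of the 4 genes, with means of 13.6 and 13.0 CPM for *GmCHI2-A*.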

### 2.5. GmMYB21a Directly Binds to the GmCHI2-A Promoter

Promoter element analysis showed that the promoters of these genes contained at least one MYB binding site (MBS) (Figure 4E). Compared with TL1, the expression levels of flavonoid biosynthesis-related DEGs, including *GmPAL1.3*, *GmCHS13*, *GmCHI2-A*, *GmF3H*, and *GmANS*, were significantly elevated in *GmMYB21a-OE2*, suggesting that GmMYB21a activate their expression (Figure 4F). Yeast one-hybrid (Y1H) assay revealed that yeast cells co-transformed with *GmMYB21a* and *proGmCHI2-A* were able to grow on medium containing Aureobasidin A, confirming the binding of GmMYB21a to the *GmCHI2-A* promoter (Figure 5A). Further electrophoretic mobility shift assay (EMSA) revealed that HIS-tagged GmMYB21a specifically bound to the CAACAG motif in vitro, with binding ability gradually decreasing with the increment of cold probe. Mutation of the conserved motifs abolished the formation of protein-DNA complexes (Figure 5B). Moreover, dual-luciferase assay showed that GmMYB21a significantly activated the expression of *GmCHI2-A*, by observing the stronger luciferase fluorescence (Figure 5C,D). Collectively, these findings indicated that GmMYB21a target to *GmCHI2-A* to activate its expression.

### 2.6. GmMYB21a Participates in Kaempferol Biosynthesis

Flavonoids, as potent ROS scavengers, may therefore play a crucial protective role against HT stress [31,32,33]. We subsequently qualitatively detected the kaempferol levels in soybean pollen through diphenylboric acid 2-aminoethyl ester (DPBA) staining. Interestingly, due to the overexpression of *GmMYB21a*, most pollen grains in *GmMYB21a-OE1* and *GmMYB21a-OE2* exhibited higher fluorescence intensity compared to TL1 under normal condition, indicating a greater content of kaempferol. Conversely, the fluorescence intensity and kaempferol content of pollen grains in *Gmmyb21a-1* and *Gmmyb21a-2* were significantly lower than in TL1 due to the knockout of *GmMYB21a* (Figure 6A,B). Under HT stress, kaempferol synthesis in all materials was inhibited. Similarly, *GmMYB21a-OE1* and *GmMYB21a-OE2* exhibited significantly higher kaempferol levels compared to TL1, while significantly less kaempferol content was detected in *Gmmyb21a-1* and *Gmmyb21a-2* (Figure 6A,B).

## 3. Discussion

HT stress is a major environmental constraint that compromises crop production. Researchers have extensively investigated how plants respond to HT stress in recent decades [34,35]. Soybean, as a key rich source of vegetable protein and oil, exhibits significant yield advantages in hybrid varieties. However, certain CMS-based F_1_ combinations in soybean show high sensitivity to environmental factors, particularly HT stress [11]. Previous studies have found that improving the restorability or HT-tolerance in restorer lines can effectively enhance HT tolerance of male fertility in soybean and cotton hybrid F_1_, in which HT tolerance and fertility-enhancing genes playing key roles [11,36,37]. Therefore, identifying genes that improve both HT tolerance and male fertility, and elucidating their regulatory mechanisms under HT stress, is of great importance. By introducing HT tolerance and fertility-enhancing genes into restorer lines, it is conceivable to engineer HT-tolerant, strong restorers. Such lines would enhance the male fertility of hybrid F_1_ plants under high temperatures, thereby paving the way for breeding novel hybrid soybean varieties with stable fertility.

In plants, the MYB transcription factor family represents a major group of transcriptional regulators characterized by remarkable functional diversity [12]. Numerous MYB transcription factors have been found in different crops, including soybean [38], *Arabidopsis* [39], rice [40], and tomato [41]. Our previous study identified *GmMYB21a* as a candidate gene conferring HT tolerance in the soybean CMS-based restorer line [7]. It has been established in *Arabidopsis* and lily that *AtMYBS1* and *LlMYB305* expression is induced in response to HT stress [42,43]. Similarly, the expression of *GmMYB21* was also found to be up-regulated by HT stress. The specificity of gene expression location implies particular functions. For example, the MYB protein Baymax1 is preferentially expressed during stages 5 to 10 of rice anther development and is one of the key regulators of male fertility in rice [44]. In addition, pepper R2R3-MYB transcription factor *Capana10g000198* is an anther-specific gene. Downregulation of *Capana10g000198* result in male sterility [45]. Our study showed specific expression of *GmMYB21a* in soybean pollen (Figure 1D), implying its function in regulating male fertility. Previous studies have indicated that MYB transcription factors act as either transcriptional activators or repressors. For instance, under HT stress, StMYB44 acts as a repressor of anthocyanin biosynthesis by directly binding to and suppressing the DFR promoter [46]. In contrast, a transactivation assay in yeast demonstrated that GmMYB21a exhibits strong transactivation activity, confirming its function as a transcriptional activator (Supplementary Figure S2).

A growing body of evidence has revealed that MYB transcription factors serve diverse biological functions, including roles in male reproductive development [47], biotic and abiotic stress [48], and secondary metabolite production [49]. Homologs of AtMYB21 have been confirmed to regulate anther dehiscence [50], low temperature flowering process [51], and linalool biosynthesis in flowers [52]. However, functional studies on AtMYB21 homologs regulating male fertility under HT stress remain rarely reported. Through functional analysis of *GmMYB21a* in soybean recipient TL1 using transgenic overexpression and the CRISPR-Cas9 system, we demonstrated that *GmMYB21a* positively regulates male fertility in the soybean CMS-based restorer line under HT stress (Figure 2A).

Flavonoids are defined as a class of polyphenolic metabolites featuring a C6-C3-C6 backbone and are best known for their significant antioxidative potential and effective radical scavenging [18]. Flavonols, a type of flavonoids, can reduce ROS in tomato pollen grain and pollen tube under elevated temperature, thereby alleviating the inhibition of pollen tube growth [31]. Further studies revealed that mutation of *FLAVANONE 3-HYDROXYLASE* (*F3H*) impairs flavonol antioxidant biosynthesis [32]. Kaempferol belongs to the flavonol subgroup of the flavonoid family. In this study, kaempferol levels in pollen of all soybean materials were qualitatively evaluated using DPBA staining. The results indicated that elevated kaempferol levels were positively associated with male fertility and inversely correlated with ROS levels (Figure 2 and Figure 6).

The MBW complex serves as a conserved regulator in the transcriptional control of flavonoid biosynthesis [24,53]. For instance, OsMYB30 up-regulated the expression of *OsPAL6* and *OsPAL8*, thereby altering lignin and salicylic acid biosynthesis in rice leaf sheaths [54]. Similarly, DzMYB2 regulated the expression of *PAL*, *CHS*, and *CHI*, affecting phenylpropanoid biosynthesis in durian pulps [55]. This study showed that the transcription factor *GmMYB21a* activates *GmCHI2-A* expression, thereby increasing kaempferol levels (Figure 5 and Figure 6). Previous studies on MYB-regulated flavonoid biosynthesis have primarily emphasized roles in plant disease resistance, salt or drought stress. Our findings, however, unveiled a new pathway through which a MYB transcription factor modulates flavonoid pathway to enhance HT tolerance of male fertility of restorer line in soybean.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

The soybean cultivar Tianlong No. 1 (TL1), a restorer line for the CMS line NJCMS1A, served as the control. The NJCMS1A [56,57] and its restorer lines N4608, YY6 [58], and TL1 were obtained from the National Center for Soybean Improvement in Nanjing, China. NJCMS1A exhibits sporophyte sterility [59], with cytological observations indicating that pollen abortion occurs at the binucleate stage [60].

All soybean plants were cultivated in a climate-controlled growth chamber (RXZ-430D, Ningbojiangnan, Ningbo, China). During the seedling stage, they were exposed to long-day photoperiods (16 h light:8 h dark), a temperature of 28 °C/22 °C (day/night), and 70% relative humidity. This was followed by a flowering stage under short-day photoperiods (12 h light:12 h dark) with the same conditions. For the HT treatment, soybean plants at the R1 stage were placed in a growth chamber set to 40 °C/34 °C (day/night) with a 12 h light/12 h dark photoperiod and 70% relative humidity for 5 d.

The *Nicotiana benthamiana* (*N. benthamiana*) were used for transient transformation. All *N. benthamiana* plants were cultivated in chambers under a 16 h/8 h (light/dark) photoperiod at 22 °C. For the HT treatment, plants were incubated at 40 °C for 3 h.

### 4.2. Subcellular Localization

The 35S::GFP (green fluorescent protein, GFP) and 35S::GmMYB21a-GFP fusion plasmids were independently transformed into *Agrobacterium tumefaciens* strain GV3101. The bacterial cultures were grown and centrifuged to collect the cells, which were resuspended in infiltration buffer. The leaves of 4-week-old *N. benthamiana* were separately injected with the resulting suspensions. After injection, the *N. benthamiana* plants were kept in darkness for 48 h. Subcellular localization was then examined by confocal microscopy (Zeiss LSM 780, Jena, Germany) of the injected leaf areas, and images were captured for analysis.

### 4.3. RNA Extraction and qRT-PCR Assay

Total RNA was extracted from flower buds of various sizes collected from the upper, middle, and lower parts of soybean plants, including *GmMYB21a* (*XP_003553814.1*) overexpression lines, TL1, N4608, and YY6, using RNAex Pro Reagent (Accurate biotechnology, Changsha, China). cDNA transcription was conducted by Evo M-MLV RT Kit (Accurate Biotechnology, Changsha, China), All experiments were performed with three biological replicates. The relative expression levels of genes were calculated via the 2^−ΔΔCT^ method [61], employing *GmActin11* as an internal control for normalization [62].

### 4.4. Yeast One-Hybrid (Y1H) Assay

Y1H assays were carried out with the Matchmaker™ Gold system (Clontech, CA, USA), following the manufacturer’s protocol. For the generation of bait construct, the GmCHI2-A promoter (*NP_001236768.2*) was amplified from soybean line N4608 genomic DNA and cloned into the pAbAi. For the generation of the prey construct, the *GmMYB21a* CDS was cloned into the pGADT7. The protein-DNA interactions were assessed on SD/-Leu medium supplemented with 200 mM AbA.

### 4.5. Dual-Luciferase Reporter Assay

The *GmCHI2-A* promoter and the *GmMYB21a* CDS were cloned into the pGreenII 0800-LUC and pGreenII 62-SK vectors to generate the reporter construct *proGmCHI2-A::LUC* and the effector construct *35S::GmMYB21a*, respectively. All recombinant plasmids were independently transformed into Agrobacterium tumefaciens strain GV3101 harboring the pSoup helper plasmid. The bacterial cultures were grown to an optical density (OD600) of approximately 0.6, harvested by centrifugation, and resuspended in infiltration buffer. For transient transformation, equal volumes of the reporter and effector bacterial suspensions were mixed and co-infiltrated into the leaves of 4-week-old *N. benthamiana*. After injection, the *N. benthamiana* plants were kept in darkness for 24 h followed by 24 h under normal light conditions. LUC fluorescence was detected using the NightSHADE LB 985 imaging system (Berthold, Black Forest, Germany). Firefly and renilla luciferase activities were detected using the Dual Luciferase Reporter Gene Assay Kit (Yeasen biotechnology, Shanghai, China) according to the manufacturer’s instructions.

### 4.6. Electrophoretic Mobility Shift Assay (EMSA)

The CDS of *GmMYB21a* was inserted into the pET32a vector, and then the recombinant construct was transformed into the *E. coli* BL21 (DE3). The fusion protein was expressed by induction with IPTG at 16 °C and purified using GST beads (Solarbio, Beijing, China). Biotin-labeled probes for EMSA were synthesized by General Biology Co., Ltd. (Anhui, China). The same unlabeled oligonucleotide severed as the competitor. The MBS motif (CAACAG) was replaced with TTGGCC as mutant probe. The EMSA was conducted using the EMSA Gel-Shift Kit (Beyotime, Shanghai, China).

### 4.7. RNA In Situ Hybridization

The flower buds of the restorer line N4608, which were expected to open the following morning, were collected in the afternoon and fixed in 50% FAA solution. Sample fixation and sectioning were performed according to a previous method [63]. A specific fragment of the *GmMYB21a* CDS was inserted into the pGEM-T Easy vector. The recombinant plasmid was linearized and served as the transcription template in vitro transcription. In situ probes were synthesized using a Biotin RNA Labeling Kit (Beyotime, Shanghai, China). Hybridization steps was conducted using a Biotin Fluorescence in Situ Hybridization Kit for RNA (Beyotime, Shanghai, China).

### 4.8. Male Fertility Investigation

For soybean pollen fertility observation in soybean, the flower buds from each material that were expected to open the following morning were collected in the afternoon. Anthers were gently crushed using tweezers to release pollen onto a glass slide, and the pollen grains were stained with 1% I_2_-KI solution. Staining results were observed, photographed, and counted using a microscope (Olympus CX31, Tokyo, Japan). For soybean pollen germination assay in vitro, opening flowers of each material were collected in the morning. Pollen grains were transferred to germination medium. For the control, they were treated with 30 °C for 0.5 h. Incubation was conducted with 40 °C for 0.5 h as HT stress treatment [64]. A pollen grain was scored as germinated when its pollen tube length exceeded its diameter [65]. Three biological replicates were set for each material, with two plants per biological replicate.

### 4.9. Staining of Anther and Pollen

To detecting ROS fluorescence in anther, *GmMYB21a* overexpression lines, *Gmmyb21a* mutants, and TL1 were subjected to HT stress for 1 d. Flower buds from each material that were expected to open the following morning were collected in the afternoon, and their calyx, flag, and wing petals were removed. Then all samples were stained in TBS containing 5 μM CM-H_2_DCFDA and 0.005% (*v*/*v*) Triton X-100 for 20 min at 28 °C [31]. Following staining, the TBS solution containing the CM-H_2_DCFDA probe was removed and replaced with fresh TBS. The stained anthers were subsequently mounted on a microscope slide for imaging using a fluorescence stereomicroscope. (Leica M165FC, Wetzlar, Germany).

For fluorescence detection of flavonoids in pollen, flower buds of each material were collected and stained in PBS containing 0.25% (*w*/*v*) DPBA and 0.005% (*v*/*v*) Triton X-100 for 2 h at 28 °C [33]. After staining, the PBS containing DPBA was replaced with fresh PBS, and anthers were dissected to release pollen onto a microscope slide for imaging by a fluorescent stereo microscope (Leica M165FC, Wetzlar, Germany). After laser excitation, the emission spectrum of the kaempferol-DPBA complex was collected within the wavelength range of 495–540 nm [66]. Quantification of both ROS and DPBA fluorescence intensity was performed using Fiji [67]. Three biological replicates were set for each material, with two plants per biological replicate.

### 4.10. RNA-Seq Analysis

The TL1 and *GmMYB21a-OE2* plants were subjected to HT stress during flowering. Flower buds from the upper, middle, and lower parts of TL1 and *GmMYB21a-OE2* plants were collected, respectively. Following sequencing by Genepioneer Biotechnologies Co., Ltd. (Nanjing, China), the raw reads were quality-trimmed and filtered to generate clean data. Differentially expressed genes (DEGs) were used for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses. All analyses were performed with three independent biological replicates.

### 4.11. Statistical Analysis

Two groups differences were analyzed by Student’s *t*-test. For comparisons involving more than two groups, statistical significance was assessed using one-way ANOVA, with Duncan’s test (*p* < 0.05).

## 5. Conclusions

In summary, this study confirmed that *GmMYB21a*, a member of the MYB transcription factor family, acted as a positive regulator of male fertility under HT stress in soybean restorer line. Through functional analysis utilizing overexpression lines and knockout lines, we found that *GmMYB21a* overexpression enhanced male fertility under HT stress, while its deficiency increased the sensitivity of male fertility. The superior HT tolerance of *GmMYB21a*-overexpression plants was mechanistically linked to the antioxidant defense system, characterized by a significant reduction in ROS and increased accumulation of kaempferol in anthers and pollen, which maintains better anther growth and development under HT stress. Overall, our findings revealed the crucial role of *GmMYB21a* in regulating male fertility under HT stress, primarily through the modulation of ROS homeostasis and flavonoid biosynthesis. This work not only advanced the molecular understanding of HT stress signaling in soybean but also identified *GmMYB21a* as a promising target for genetic engineering and molecular breeding strategies aimed at developing restorer lines with stable male fertility.

## Figures and Tables

**Figure 1:**
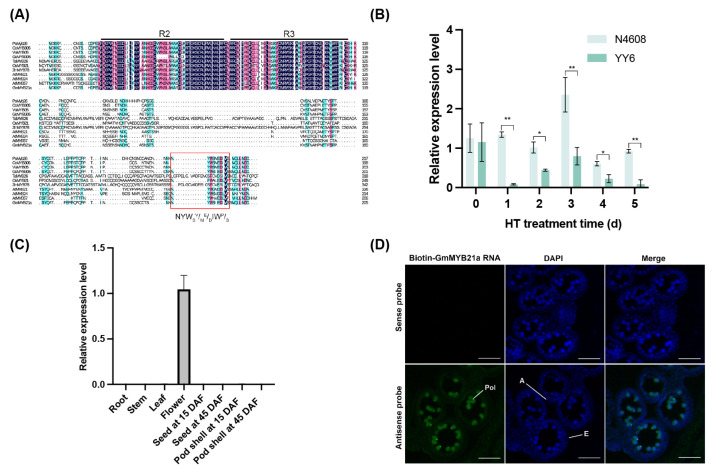
Characteristic analysis of *GmMYB21a*. (**A**) Multiple sequence alignment of GmMYB21a and its homologs other MYB family proteins from different species. The R2R3 conserved domains were marked by black line. Conserved NYWSV/ME/DIWP/S motifs were marked by red rectangle. (**B**) The relative expression levels of *GmMYB21a* in soybean high-temperature (HT)-tolerant restorer line N4608 and HT-sensitive restorer line YY6 under HT stress via reverse transcription quantitative real-time polymerase chain reaction (qRT-PCR) analysis. Asterisk indicates significant differences (*, *p* < 0.05; **, *p* < 0.01). (**C**) Tissue expression analysis of *GmMYB21a*. DAF, days after flowering. (**D**) RNA in situ hybridization of *GmMYB21a*. The sense probe was the control. DAPI, 4′,6-diamidino-2-phenylindole; A, Anther; Pol, Pollen; E, Epidermis layer. Bar, 50 μm.

**Figure 2:**
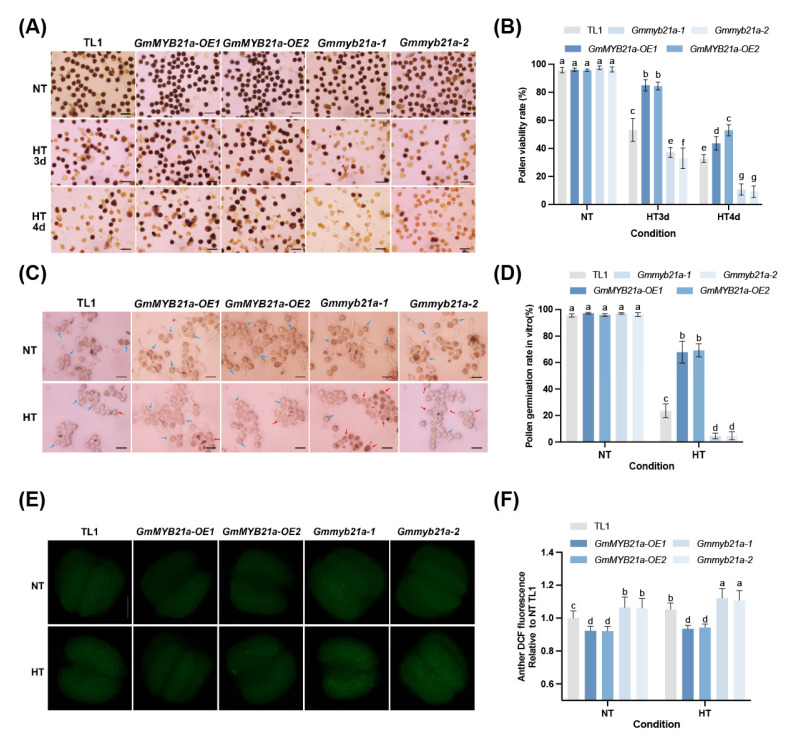
*GmMYB21a* positively regulates male fertility of restorer line under HT stress (**A**) Pollen I_2_-KI staining of *GmMYB21a-OE1*, *GmMYB21a-OE2*, *Gmmyb21a-1*, *Gmmyb21a-2*, and Tianlong No.1 (TL1) under HT stress. (**B**) Pollen viability rate statistics (**C**) Pollen germination on the pollen germination medium of *GmMYB21a-OE1*, *GmMYB21a-OE2*, *Gmmyb21a-1*, *Gmmyb21a-2*, and TL1 under HT stress. The blue arrows indicate normally germinated pollen, while the red arrows indicate pollen that cannot germinate normally. (**D**) Pollen germination rate statistics. (**E**) 2′-7′-dichlorodihydrofluorescein diacetate (CM-H_2_DCFDA) staining of anther of *GmMYB21a-OE1*, *GmMYB21a-OE2*, *Gmmyb21a-1*, *Gmmyb21a-2*, and TL1 under HT stress. (**F**) DCF fluorescence statistics of anthers. Different lowercase letters indicate significant differences (Duncan’s test, *p* < 0.05). Bar, 50 μm in (**A**,**C**), 200 μm in (**E**).

**Figure 3:**
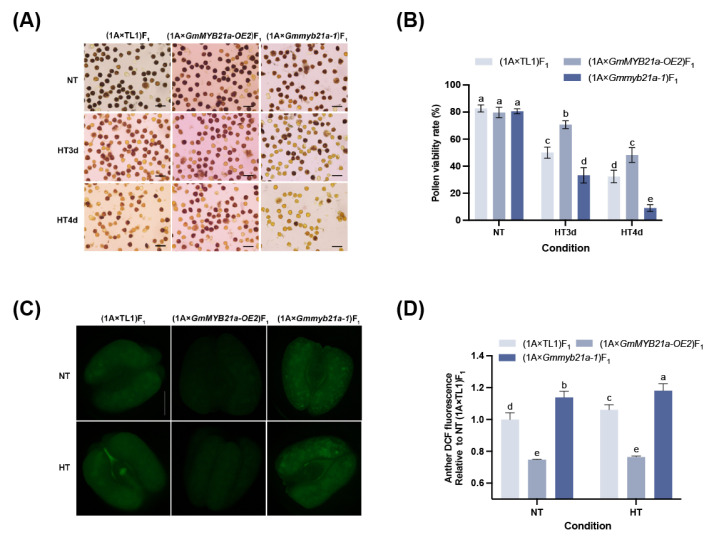
*GmMYB21a* positively regulates male fertility of hybrid F_1_ under HT stress. (**A**) Pollen I_2_-KI staining of (1A × TL1)F_1_, (1A × *GmMYB21a-OE2*)F_1_, and (1A × *Gmmyb21a-1*)F_1_ under HT stress. (**B**) Pollen viability rate statistics. (**C**) CM-H_2_DCFDA staining of anther of (1A × *GmMYB21a-OE2*)F_1_, (1A × *Gmmyb21a-1*)F_1_, and (1A × TL1)F_1_ under HT stress. (**D**) DCF fluorescence statistics. Different lowercase letters indicate significant differences (Duncan’s test, *p* < 0.05). Bar, 50 μm in (**A**), 200 μm in (**C**).

**Figure 4:**
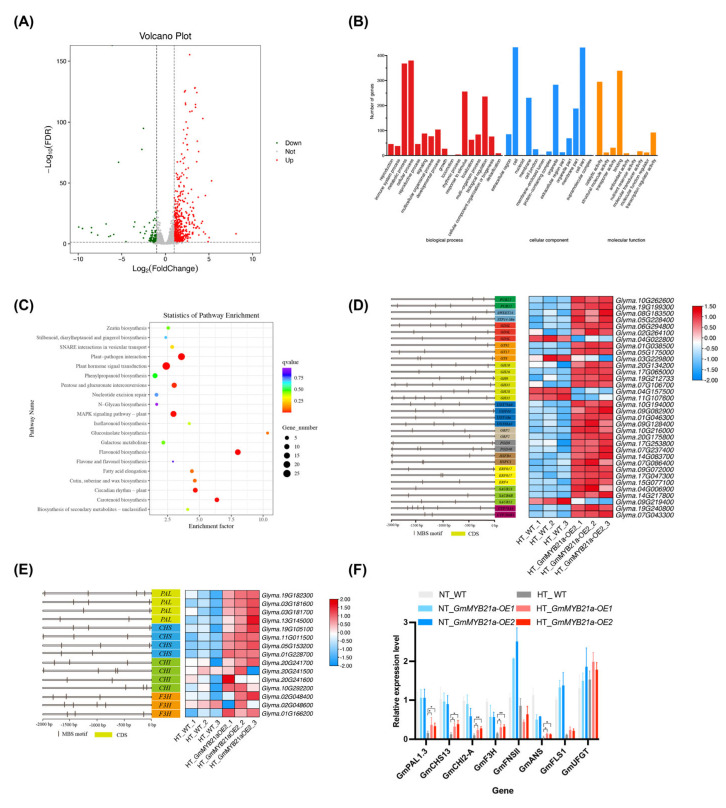
Comparative transcriptome analysis between *GmMYB21a-OE2* and TL1 under HT stress. (**A**) Volcano Plot of differentially expressed genes (DEGs) between *GmMYB21a-OE2* and TL1. The vertical dashed lines were set at ∣Log_2_(FoldChange)∣ = 1, and the horizontal dashed line was set at −Log_10_(FDR) = 0 (corresponding to the significance threshold of FDR = 0.05) (**B**) Gene ontology (GO) analysis of DEGs between *GmMYB21a-OE2* and TL1. (**C**) Kyoto encyclopedia of genes and genomes (KEGG) analysis of DEGs between *GmMYB21a-OE2* and TL1. (**D**,**E**) Promoter architecture and expression levels of stress-responsive DEGs. (**F**) Validation of DEGs related to flavonoid biosynthesis by qRT-PCR. Asterisks denote significant differences (*, *p* < 0.05; **, *p* < 0.01).

**Figure 5:**
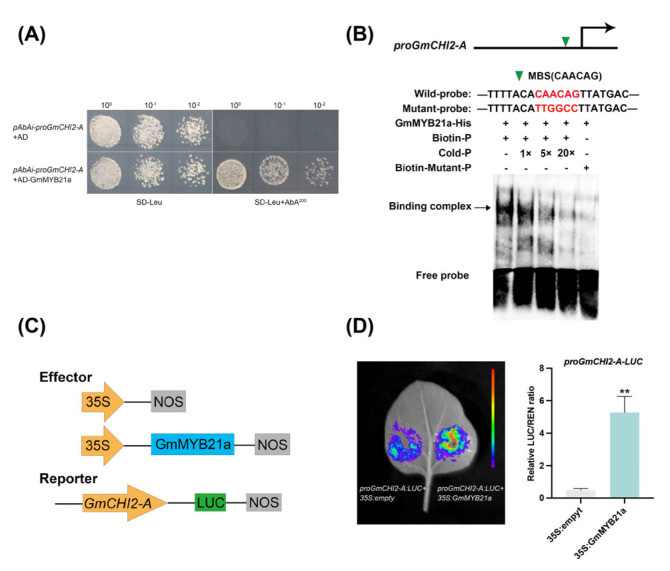
GmMYB21a activates the transcription of *GmCHI2-A*. (**A**) GmMYB21a bound to the promoter of *GmCHI2-A* through yeast one-hybrid (Y1H) assay. AD-Empty+*pABAi-proGmCHI2-A* were used as the negative control. Aureobasidin A, AbA. (**B**) The binding of GmMYB21a to the MBS motif (CAACAG) of *GmCHI2-A* promoter verified by electrophoretic mobility shift assay (EMSA). The wild-type probe sequence containing the MBS motif was “TTTTACACAACAGTTATGAC”. When the MBS motif was mutated, the sequence became “TTTTACATTGGCCTTATGAC”. (**C**) Schematic of the effectors and reporters for the dual-luciferase assay. The yellow arrows represented different promoters, the blue and green rectangles represented coding sequences, and the gray rectangles represented the terminator. (**D**) Transcriptional activity of *proGmCHI2-A* activated by *GmMYB21a* in *Nicotiana benthamiana* (*N. benthamiana*) leaves (**, *p* < 0.01).

**Figure 6:**
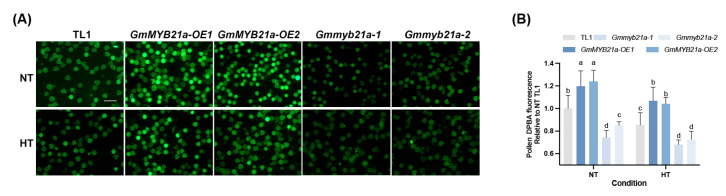
*GmMYB21a* affects kaempferol synthesis in pollen of soybean restorer line under HT stress. (**A**) Diphenylboric acid 2-amino ethyl ester (DPBA) staining of pollen of *GmMYB21a-OE1*, *GmMYB21a-OE2*, *Gmmyb21a-1*, *Gmmyb21a-2*, and TL1 under HT stress. Bar, 100 μm. (**B**) DPBA fluorescence statistics of pollen. Different lowercase letters indicate significant differences (Duncan’s test, *p* < 0.05).

## Data Availability

The RNA-seq raw data have been deposited in the NCBI SRA database with BioProject number PRJNA1356958. The all gene counts data has been deposited in the GEO database, with the accession number GSE325098.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants15071040/s1, Figure S1: Phylogenetic analysis of GmMYB21a and related MYB proteins; Figure S2: Tissue expression analysis of *GmMYB21a*; Figure S3: Amino acid sequence alignment and phylogenetic analysis of GmMYB21a; Figure S4: Identification of *GmMYB21a* overexpression lines and *Gmmyb21a* mutants; Table S1: Primers used in this study; Table S2: Data for bar charts; Table S3: Data for volcano plots; Table S4: The expression counts and GO/KEGG annotations.

# Supplementary material for: GmMYB21a Improves Male Fertility of CMS-Based Restorer Line Under High-Temperature Stress in Soybean
**Source:** Plants (Basel). 2026 Mar 27;15(7):1040. doi: 10.3390/plants15071040
**Supplement:** Supplementary file 1

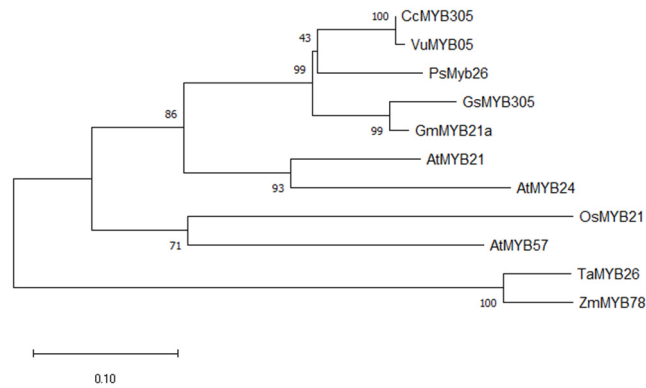

**Supplementary Figure S1.** Phylogenetic analysis of GmMYB21a and related MYB proteins.

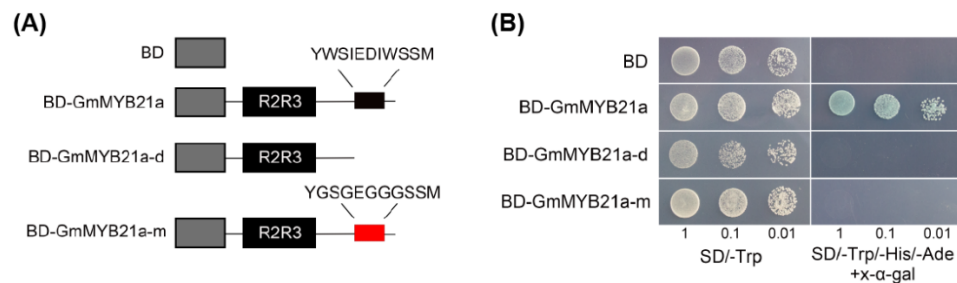

**Supplementary Figure S2.** Transactivation assay of GmMYB21a. (A) The vector construction used for the transactivation assay. The C-terminal of GmMYB21a was truncated or mutated for the transactivation assay. The black and red boxes indicated the activation motif and its mutant, respectively. BD, pGBKT7. (B) Transactivation activity of the different vectors. The SD/-Trp was used to detect transformants' growth and the SD/-Trp/-His/-Ade with x-α-gal was used to detect the transactivation activity. The 1, 0.1, and 0.01 represented the dilution concentration of yeast cells. SD, synthetic dropout medium.

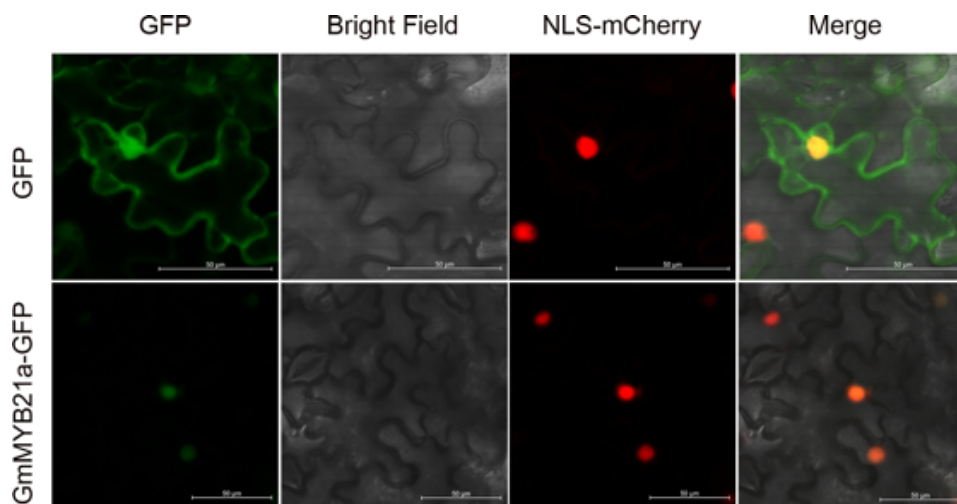

**Supplementary Figure S3.** The subcellular localization of GmMYB21a in *N. benthamiana* leaves. The NLS-mCherry acted as the nuclear marker. The GFP was used as the control. Bar, 50  $\mu$ m.

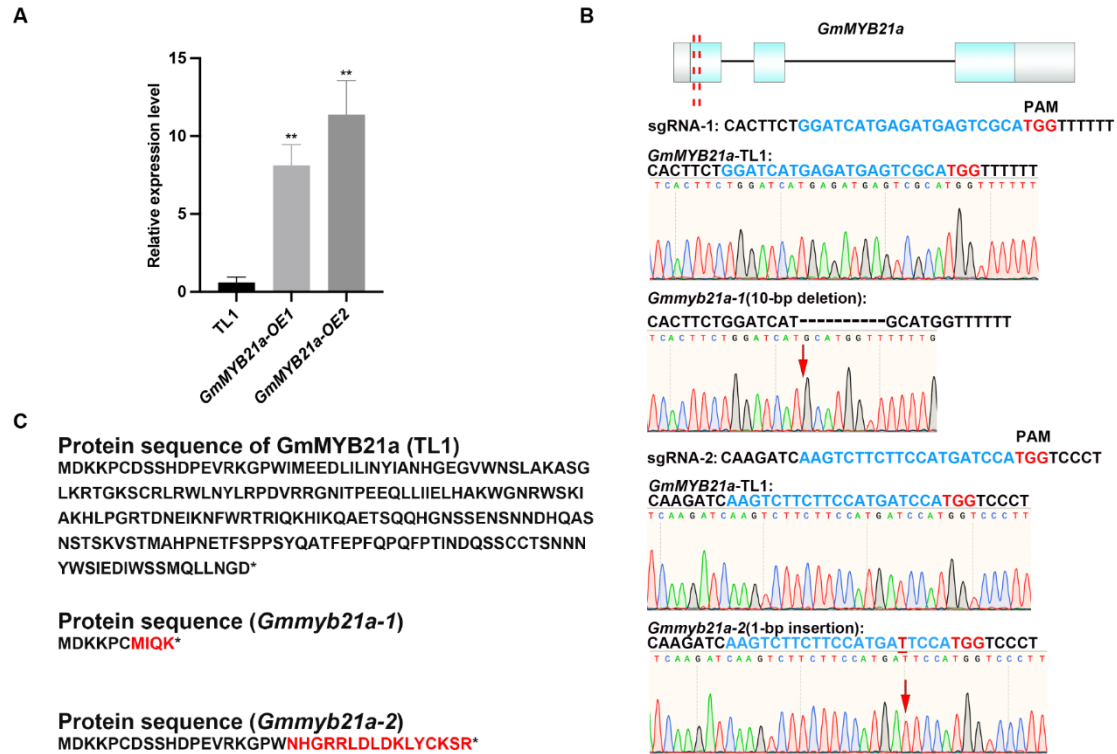

**Supplementary Figure S4.** Identification of *GmMYB21a* overexpression lines and *Gmmyb21a* mutants. (a) The relative expression level of *GmMYB21a* in *GmMYB21a-OE1* and *GmMYB21a-OE2*. *GmActin11* acted as an internal reference gene. Data were shown as mean  $\pm$  SD from three biological replicates. Asterisks indicated significant differences according to Student's *t*-test (\*\*,  $P < 0.01$ ). (b) Scheme of the CRISPR (Clustered Regularly Interspaced Short Palindromic Repeats)-Cas9 mediated mutation of *GmMYB21a*. The blue fonts indicated the target sites. The red arrows showed the position of mutation sites. (c) Comparison of amino acid sequence between *Gmmyb21a* mutants and TL1. Red fonts represented mutated amino acids.

How the deposited data were processed for this re-analysis (not part of the article)

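RNA-seq libraries of soybean flower buds were analysed from 2 lines, *GmMYB21a-OE2* and its recipient TL1, at 2 temperatures, HT and NT, with 3 libraries in each of the 4 groups. The conditions were taken from the library titles, the deposited study design and the paper. The treatment entry reads high temperature for all 12 libraries and conflicts with the titles of the 6 NT libraries.

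The authors deposited 1 table of whole-number counts of reads per gene, not normalized. The paper names the sequencing company and says that reads were trimmed and filtered. Its text does not name the aligner, the counting program, the genome build or whether strand was used, so overlapping genes, antisense genes and close copies can share reads in ways these counts do not show. The deposited table holds 53808 genes, of which 2982 have no count in any library, and 0 rows name no gene. Table S3 holds the same counts for the paper's DEGs at HT (0 differences).

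CPM, counts scaled to the library size, were computed from the deposited counts with TMM library sizes in edgeR 4.0.16 (R 4.3.3). Each comparison was fitted to its own 6 libraries with edgeR's quasi-likelihood functions after filterByExpr at its default settings, with Benjamini-Hochberg adjustment over the genes tested. A DEG had an adjusted p-value below 0.05 and an absolute log2 fold change of at least 1, as in Figure 4A. The interaction of line and temperature was fitted to all 12 libraries, at an adjusted p-value below 0.05 and no fold threshold. Values are given as mean ± SD of CPM over 3 libraries, and fold changes with the standard error of the fit. Where all libraries of one group had at most 3 counts, a lower bound of the fold is given in place of the fitted value. Total counts were at least 32058303 per library, and the spread between replicates exceeded the counting noise in every pair of replicates. Common dispersion, as a biological coefficient of variation, was 0.0961 at HT, 0.0636 at NT, 0.0620 in TL1 and 0.0963 in *GmMYB21a-OE2*.

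The choices of test, thresholds, samples, alternatives and named genes were set before the data were examined but after Tables S3 and S4, which hold the HT counts of the paper's DEGs, had been read, apart from those said to be chosen later. The named genes are *GmMYB21a*, the genes printed in Figure 4D and 4E, 3 genes of Figure 4F, the 5 largest changes in each direction at HT, the 3 largest in each direction in the other comparisons, among genes whose groups of libraries did not overlap, and genes with reads in 1 line only (at least 20 counts in each of its libraries and at most 3 in each of the other line). The rule asked for a match of *GmMYB21a* through its protein and of the Figure 4F genes through primers or accessions. Neither could be had, and symbols, annotations and gene order were used in their place after the counts were seen. Only some of the largest changes are named, since most of these genes have no name in the readable tables. Table S4 was readable for 578 rows, and the RefSeq table of assembly Glycine_max_v4.0 pairs 0 of its genes with Glyma identifiers. It was used for symbols and gene order alone. Of the readable rows, 188 could be paired with a gene of that assembly through their KEGG entries, 181 of them on the chromosome of their identifier and in the same order (Spearman's rho 0.996 across genes). Gene set tests planned on product names were not run, since the identifiers could not be paired with names. GO and KEGG enrichment was not repeated.

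The alternatives were RLE size factors in edgeR, DESeq2 1.42.0, no filter on low counts, all 12 libraries in one fit, Glyma genes only, the replicate number as a block, each library left out in turn, and other thresholds. For the heat change of the HT DEGs and the number of Figure 4E genes with an adjusted p-value below 0.05 they were chosen after the data were seen. Each count model was tested on simulated counts drawn from the means and library sizes of the real genes, with 200 genes of at least 1 CPM changed 4-fold. At HT, edgeR called 200 of the 200 with 3 false calls among 40824 genes, DESeq2 199, and the interaction 198 with 12 false calls among 42314 genes. In the simulated NT libraries, which were left unchanged, 1 gene was called. Libraries of one group were compared for duplicates, and the chi-square per degree of freedom of each pair was at least 2.78, above the sampling noise. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.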

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

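The tests against other splits of the libraries, of bud stage and of counts against the floor were chosen only after the results were seen.

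The effect of *GmMYB21a-OE2* against TL1 differed between HT and NT for 5317 of 42839 genes (edgeR's quasi-likelihood test of the interaction, adjusted p-value below 0.05), 2358 of them with a higher and 2959 with a lower effect at HT. With an absolute log2 interaction of at least 1 these were 1329 genes, 1041 higher and 288 lower. Of the 34 genes of Figure 4D, 31 had an interaction, and 7 of the 15 genes of Figure 4E had one. Figure 4D genes were selected for their change at HT, which by itself favours a difference from NT. For *GmMYB21a* itself the interaction was 0.77 on the log2 scale (standard error 0.17, adjusted p = 0.00587 in edgeR). The real split was compared with 24 others that reassigned the lines within each temperature, drawn from 200 distinct splits. Of these 25, only the real one gave as many genes, which argues against an arbitrary grouping of the libraries. The splits not drawn were not run, and no other drawn split kept the real lines at both temperatures. Of the 24 other splits, 18 kept the real lines at neither temperature and gave 0 genes each, 4 kept them at HT and gave 1261 to 2063 genes, and 2 kept them at NT and gave 89 and 151. The balance of higher and lower interactions is not stable. Without replicate 2 of *GmMYB21a-OE2* at NT there were 2085 higher and 1497 lower, and without replicate 1 of TL1 at NT 2016 and 1541. The median interaction over all genes was -0.036. It was -0.00018 without replicate 2 of *GmMYB21a-OE2* at NT, -0.0036 without replicate 1 of TL1 at NT and 0.0081 without the filter on low counts. In these fits higher genes outnumbered lower ones. In each other fit at this threshold the median lay between -0.039 and -0.030, with more lower than higher genes, so the balance went with the median. The cause of the change in balance was not tested. A difference in bud stage or sampling time between the lines at HT cannot be told apart from an effect of the gene. Stage and clock genes could not be tested as sets, since the reference paired 0 identifiers with names and Table S4 annotates only DEGs. In its readable rows, 5 genes with words of sporopollenin and the tapetum had a median log2 fold change of 2.29 at HT and -0.049 at NT. These genes were selected for a change at HT, so they do not decide on bud stage. No label gives a batch.

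The NT libraries, which the paper's text does not report on, held 392 DEGs between the lines, 99 higher and 293 lower in *GmMYB21a-OE2*, against 996 at HT. At an adjusted p-value below 0.05 alone, the same fits gave 4472 genes at NT (2466 higher and 2006 lower) and 4567 at HT (3040 higher and 1527 lower), so lower genes were not in excess at NT there. How the 2 numbers compare without the fold threshold depends on the fit, with 2264 at NT and 7979 at HT in the fit to all 12 libraries, 3601 and 4514 with DESeq2, and 5398 and 2673 with the replicate number as a block. Leaving out 1 library gave 2599 to 5631 genes at NT and 2228 to 5906 at HT without the fold threshold. The common coefficient of variation was lower at NT (0.0636) than at HT (0.0961). The real split gave more genes than any other of the 10 splits of the 6 libraries (1 of 10, and at most 1 gene in another split), and the same holds at HT (1 of 10, with 0 genes in the others). With 3 libraries against 3, no share below 0.1 is possible, so these splits cannot settle it alone. For the Figure 4D and the Figure 4E genes at HT the real split was also 1 of 10. Each line is 1 transgenic event or its recipient, and differences of the line other than *GmMYB21a* stay open and untested.

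The response to heat was much larger than the difference between the lines. From NT to HT, 9635 genes passed the thresholds in TL1, 3543 higher and 6092 lower, and 10376 in *GmMYB21a-OE2*, 4426 higher and 5950 lower. In both lines the real split was 1 of the 10, with 0 genes in each other split. Both lists held 7038 genes in common, 6952 of them in the same direction, and the correlation of the responses across 40950 genes, which are not independent replicates, was 0.851. The 2 lists share no library. Table S3 labels the HT libraries as such, and its counts match the deposited ones (0 differences). The temperature of the NT libraries rests on their titles and on the deposited study design, against their treatment entry. That design names a normal and a high temperature group of each line. The large difference from the HT libraries does not by itself show the temperature of either.

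At both temperatures, 2 genes, both new genes of the authors, had at least 20 counts in each library of 1 line and at most 3 in each library of the other. DD_newGene_2202, annotated in Table S4 as a homolog of a polyadenylation and cleavage factor, had 42 to 55 counts in each of the 6 *GmMYB21a-OE2* libraries and 0 in TL1, at least 14.8-fold higher at NT and 16.7-fold higher at HT. DD_newGene_2012 had up to 178 counts in a TL1 library, 4.02 ± 0.843 CPM (SD, n = 6), and at most 2 in *GmMYB21a-OE2*, at least 39.1-fold lower at NT and 58.1-fold lower at HT. The levels of these 2 genes were at least 14.8 times the floor of 3 counts. The minimum of 20 counts in the selection sets part of this distance, so it is no separate test of low depth. The number of such genes depends on the minimum of 20 counts. DD_newGene_1612, below that minimum in a TL1 library at NT, had 0 CPM in *GmMYB21a-OE2* at both temperatures, with 0.864 ± 0.232 CPM in TL1 at HT and 0.785 ± 0.344 CPM at NT (SD, n = 3 each), at least 10.6-fold and 9.23-fold lower. The count was 1 with a minimum of 50 counts, 0 among Glyma genes, and 3 without replicate 1 of TL1 at NT or of *GmMYB21a-OE2* at HT. A sequence difference between the plants used, a rearrangement at the insertion and an effect of the transgene stay open, and none was tested.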

How the results depend on the processing

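The alternatives were those set before the data were examined, except for the share of HT DEGs that fell with heat in TL1 and the number of Figure 4E genes with an adjusted p-value below 0.05, whose alternatives were chosen after seeing the data.

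The number of DEGs at HT, 996, was 987 with RLE size factors, 884 with DESeq2, 926 without the filter on low counts, 1187 in the fit to all 12 libraries and 961 among Glyma genes. It ranged from 775 to 1088 across the 6 fits that each left out 1 library, with 129 to 233 lower genes. The lowest count of lower genes, 129, was without replicate 3 of TL1. Genes higher in *GmMYB21a-OE2* outnumbered lower ones in each of these fits. The lower genes were 331 in the fit to all 12 libraries (72.1% of the calls there were higher, against 80.3%), and the cause was not tested. An adjusted p-value below 0.05 alone gave 4567 genes, 3040 higher and 1527 lower, and a threshold of 0.01 gave 671, of which 109 were lower; by construction these thresholds are looser or stricter. In the same way, the threshold on the adjusted p-value alone gave 4472 genes between the lines at NT (2466 higher and 2006 lower, against 99 and 293 with the fold threshold), 29476 for heat in TL1, 27976 for heat in *GmMYB21a-OE2* and 9 genes of Figure 4E, and the threshold of 0.01 gave 254 genes at NT.

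The interaction gave 5317 genes, 2490 at an adjusted p-value below 0.01 and 1329 with an absolute log2 value of at least 1. It ranged from 3557 to 6768 across the 12 fits that each left out 1 library, the highest without replicate 3 of *GmMYB21a-OE2* at HT. Without the filter on low counts it was 4373, with 2410 higher and 1963 lower (55.1% higher, against 44.3%), and the cause was not tested. The numbers at NT (330 to 458), for heat in TL1 (9693 to 9889) and in *GmMYB21a-OE2* (10259 to 10666) and the genes of Figure 4D (29 to 32) and 4E (4 in each fit) stayed within 1.5 times across the fits that left out 1 library. The 9 genes of Figure 4E with an adjusted p-value below 0.05 did not, with 5 to 9 across these fits, the lowest without replicate 2 or replicate 3 of TL1.

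The genes with at least 20 counts in each library of 1 line and at most 3 in each of the other were 2, were 1 with a minimum of 50 counts and 0 among Glyma genes, which leave out the authors' new genes, and 2 to 3 with 1 library left out. The share of higher HT DEGs that fell with heat in TL1, 85.0%, was 84.1% with DESeq2, 83.9% without the filter, 86.3% in the fit to all 12 libraries and 84.4% to 86.5% with 1 library left out.

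Across the 59 named genes at HT, 676 values kept their direction and their side of the thresholds, 23 were weaker, 3 were stronger and 1 was reversed, and 48 genes had no change. The reversed value was that of the *CHI* Glyma.20G241500, whose log2 fold change was 0.0859 without replicate 3 of *GmMYB21a-OE2* against -0.14 with all libraries, and between -0.308 and 0.0859 over the fits that left out 1 library. Neither value passed the test.

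Libraries of different groups share replicate numbers. Over 18 pairs of same-numbered libraries, the correlation of deviations from the group means across genes lay between -0.135 and 0.120, with 1 pair over 0.1, so the numbers do not pair the libraries. The mean correlation was -0.0101, and -0.00794 with a prior count of 0.5. With the replicate number as a block, 817 DEGs were found at HT, 675 higher and 142 lower, 413 at NT and 4751 interaction genes.

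The gene set tests and their alternatives were not run, since no gene set was built. The depth limits genes near the floor of 3 counts, for which only lower bounds of a fold are given.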

Differences from the paper's values

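The paper's qRT-PCR values (Figure 4F) were compared with the counts as log2 ratios, with standard errors from the paper's 3 replicates. The 3 identifiers were matched through symbols and gene order. Between *GmMYB21a-OE2* and TL1 at HT, the paper's values give 1.60 (standard error 0.32) for *GmCHS13*, and the counts gave 0.33 (standard error 0.085, 0.24 to 0.39 over the alternatives) for Glyma.19G105100. For *GmCHI2-A* the paper's values give 1.40 (standard error 0.34), and the counts gave 0.11 (standard error 0.096, 0.06 to 0.16) for Glyma.20G241700. For *GmPAL1.3* the paper's 1.05 and the 0.74 found here lay within the larger error, though not with RLE size factors, DESeq2, the fit to all 12 libraries, or without replicate 3 of *GmMYB21a-OE2* or replicate 2 or 3 of TL1.

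Between the lines at NT, the estimates had opposite signs for all 3 genes. The qRT-PCR values of *GmPAL1.3* and *GmCHS13* were smaller than their standard errors, so their signs were not resolved. The paper's values give 0.11 (standard error 0.26) for *GmPAL1.3*, -0.19 (standard error 0.32) for *GmCHS13* and -0.75 (standard error 0.31) for *GmCHI2-A*, and the counts gave -0.21 (-0.26 to -0.19 over the alternatives), 0.58 (0.51 to 0.67) and 0.36 (0.32 to 0.42). From NT to HT in TL1, the paper's values give -2.59 for *GmPAL1.3*, -2.99 for *GmCHS13* and -3.23 for *GmCHI2-A* (standard errors 0.32, 0.37 and 0.31). The counts gave -1.89 (-2.12 to -1.75), -1.76 (-1.81 to -1.71) and -1.24 (-1.29 to -1.19). In *GmMYB21a-OE2*, the paper's values give -1.66, -1.20 and -1.08 (standard errors 0.26, 0.27 and 0.33). The counts gave -0.98 (-1.09 to -0.93), -2.06 (-2.16 to -1.99) and -1.54 (-1.59 to -1.51). A gap was counted where the difference exceeded the larger standard error of the pair, which is a rule and no test. None of the alternatives set before the data were examined closed any of these gaps, at HT, at NT or with heat, other than for *GmPAL1.3* at HT as given.

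The paper states that genes of sugar metabolism and transport were up-regulated, naming *GDSLs*, *GTs* and *GHs*. Among the genes it prints for these families, 1 of 3 *GDSLs*, 1 of 3 *GTs* and 2 of 6 *GHs* were lower in *GmMYB21a-OE2* at HT. Of the 3 genes annotated as sugar transporters in the readable rows of Table S4, 2 were higher and 1 was lower, with a log2 fold change of -1.31. The lower *GT*, Glyma.03G229800, is a DEG of Table S3 and had an adjusted p of 0.0583 in edgeR's quasi-likelihood test. It was called in the fit to all 12 libraries (adjusted p = 0.00925 in edgeR) and without replicate 1 of *GmMYB21a-OE2* or of TL1, over a range of 0.00925 to 0.210. One of the 3 *SAURs* was lower as well.

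The paper states that its qRT-PCR of flavonoid genes and its RNA-Seq gave like results. Of the 3 genes matched, *GmCHI2-A* was not distinguishable between the lines in the counts. The paper also states that flavonoid genes were up-regulated. Of the 15 genes of Figure 4E, 4 passed both thresholds here, and the *CHI* Glyma.20G241500 and the *F3H* Glyma.02G048600 were lower, without passing the test. No *CHI* of the 4 had an adjusted p-value below 0.05, the lowest being 0.278 in edgeR.

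Of the paper's DEGs in Table S3, 23 were not called here. Each of the 23 was called in at least 1 alternative, with 16 of them called in the fit to all 12 libraries, 5 with DESeq2, 2 without the filter on low counts, 1 with RLE size factors, 1 with the replicate block and up to 9 when a library was left out.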

Other observations

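The tests of the heat response across the transcriptome, of the *CHI* copies and of replicate 3 of *GmMYB21a-OE2* were chosen only after the results were seen.

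At HT, 800 of the 996 DEGs were higher in *GmMYB21a-OE2*. A shift of all log2 fold changes by 0.412 would be needed for as many higher as lower genes, while the medians over all genes were 0.0026 with TMM, -0.0056 with RLE and -0.00024 with DESeq2. Each of these scalings centres the bulk of the genes near 0, so a shift shared by most genes would not be seen, and the scaling between libraries cannot be told apart from a change of the genes themselves. At NT the balance was the opposite past both thresholds (99 higher and 293 lower), but not at an adjusted p-value below 0.05 alone (2466 higher and 2006 lower, in edgeR). Of the 87 genes called at both temperatures, 39 went in the same direction and 48 in opposite directions, and the correlation of the HT and NT effects over 39985 genes, which are not independent replicates, was 0.070.

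Of the 727 higher HT DEGs tested for heat in TL1, 618 fell from NT to HT (85.0%). Both comparisons use the HT libraries of TL1. Simulated unchanged lines gave 67.8% to 72.0% over 10 draws. At a mean of at least 1 CPM they gave 53.6% to 58.3%, against an observed share of 83.9%. The simulated genes were the 800 with the largest positive fold change and passed no test, unlike the DEGs. The simulated and observed shares are therefore not strictly alike. With the genes called without 1 HT library of TL1 and the heat change taken from that library alone, 80.6% to 81.9% fell, against 49.2% to 49.5% of all genes tested, which argues against shared noise in these libraries (lowest share 80.6%). A smaller response of *GmMYB21a-OE2* to heat across the transcriptome is argued against by the ratio of the noise-corrected standard deviations of the 2 responses, with a median of 1.05 and a range of 1.04 to 1.07 over 18 choices of libraries. The higher DEGs had a median log2 change with heat of -0.92 in TL1 and of 0.88 in *GmMYB21a-OE2*, and a median difference between the lines at NT of -0.18. With little difference at NT, a gene selected for a higher level at HT must have fallen in TL1, risen in *GmMYB21a-OE2* or both, so this share does not show a protection of transcripts from heat. A hypothesis that these genes may be kept up by *GmMYB21a* was not tested further.

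All 15 genes of Figure 4E fell from NT to HT in TL1, past both thresholds, with log2 fold changes from -3.56 to -1.20. In *GmMYB21a-OE2* all 15 were lower too, 9 of them past the thresholds. *GmMYB21a* fell by 2.60 on the log2 scale in TL1 (standard error 0.19, adjusted p = 9.90e-13 in edgeR's quasi-likelihood test) and by 1.83 in *GmMYB21a-OE2* (standard error 0.085, adjusted p = 6.17e-10). The paper's discussion describes its expression as raised by HT. The paper measured it at HT by qRT-PCR in other restorer lines, an HT-tolerant and an HT-sensitive one, so lines and method differ. The libraries used here are from whole flower buds of TL1 and *GmMYB21a-OE2*. The temperature of the NT libraries rests on their titles and the deposited study design.

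*GmCHI2-A* was near its TL1 level at HT in the counts, while the paper's qRT-PCR shows an increase. Reads shared between the 4 *CHI* copies could hide a rise of 1 copy. *GmCHI2-A* held 33.5% of the CPM of the 4 copies in TL1 at HT, and with that share a rise as in the qRT-PCR would raise the sum by 0.63 on the log2 scale. The sum rose by 0.07 with an upper 95% limit of 0.224. That limit leaves room for the rise if the true share of *GmCHI2-A* were below 10.3%, and the counts do not show the true share, so the 2 cannot be told apart here. At NT the log2 fold change of *GmCHI2-A* was 0.36 (adjusted p = 0.000379 in edgeR), and its interaction of -0.30 had an adjusted p of 0.0743 in edgeR, so a difference between the temperatures was not shown. The paper's qRT-PCR values at NT go the other way, with a log2 ratio of -0.75 (standard error 0.31). At NT the log2 fold change of the sum of the 4 copies was -0.09 (adjusted p = 0.220 in edgeR).

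Replicate 3 of *GmMYB21a-OE2* at HT lies apart from the other two. The common coefficient of variation of its group was 0.117, and 0.0733 without it, and the chi-square per degree of freedom was 16.7 and 13.1 with the other replicates, against 2.78 to 5.54 in the 10 other pairs of the 4 groups. A different degree of heat response is argued against by the correlation of its deviation with the heat change of TL1 across genes, 0.00238, within the -0.036 to 0.036 of the other 11 libraries. Its total count, 38106091, lies within the range of the other libraries and argues against depth. TL1 tissue mixed into it is argued against by 3 of the authors' new genes, DD_newGene_2012, DD_newGene_1612 and DD_newGene_2427, which had at least 20 counts in each HT library of TL1 and at most 3 in each of the other 5 *GmMYB21a-OE2* libraries. At 100% of TL1 they would have 253.7 counts together and had 0 in replicate 3, an upper 95% limit of 1.18% of TL1 on counting noise. With that share removed, the chi-square per degree of freedom was 16.9 and 13.4. A mixture of replicate 1 with TL1 reached the distance of replicate 3 from replicate 2 at 100% of TL1, and no mixture of replicate 2 with TL1 reached its distance from replicate 1. Earlier values decided less. The median deviation of the 34 genes at least 8-fold lower in *GmMYB21a-OE2* at NT was 0 (quartiles -0.37 and 0.59), which is uninformative as many of them have no counts. The summed CPM was used in its place after that value was seen. It was 12.6 against 10.9 in the other replicates and 180.4 in TL1, which would need 0.963% of TL1 tissue. What sets this library apart stays open.

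The authors' new genes were common among genes called in the same direction at both temperatures, 12 of 39 (30.8%), against 1.71% of the genes tested at both and 2 of the 48 called in opposite directions. Low counts of new genes are argued against, since 0 of 10000 random lists matched on mean expression held as many, with a median of 1 and a maximum of 6. A hypothesis is that some of these genes mark sequence differences between the 2 lines that are independent of temperature, and no test of it was possible without sequence.

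In the readable rows of Table S4, 30 genes are annotated with words of the rapid wound and touch response and 5 with words of sporopollenin and the tapetum, and all were higher in *GmMYB21a-OE2* at HT, with medians of 1.86 and 2.29. The word lists were written after reading these annotations, and the genes are DEGs by selection, so the numbers are a description. Of the genes of the first list, 23 fell with heat in TL1 and 28 had an interaction. Wounding or handling at sampling would be a technical reason and was not tested.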
